A study of Nothobranchius furzeri with 6 samples. Its data were reported in "Altered translation elongation contributes to key hallmarks of aging in the killifish brain" (2025).

How the data were processed

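Ribosome profiling, which sequences the mRNA fragments (footprints) that translating ribosomes protect from nuclease, was carried out on pooled livers of the African turquoise killifish (Nothobranchius furzeri), a short-lived fish used to study vertebrate aging. There were 3 age groups with 2 libraries each: young fish at 5 weeks post-hatching, adult fish at 12 weeks and old fish at 39 weeks. Each library came from livers of several fish, so the spread between 2 libraries is a spread between pools.

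The authors trimmed the adapters with Cutadapt, removed the first nucleotide of each read, discarded ribosomal RNA reads and aligned the rest with Bowtie to the longest transcript of each of 22757 genes, keeping reads with a single best location and up to 2 mismatches. The reference held each coding sequence with 21 nucleotides on either side, and footprint lengths without 3-nucleotide periodicity were dropped by the authors after riboWaltz had estimated where the ribosome sits on a footprint. The deposited values are counts: whole numbers of footprints per codon of each transcript, not normalized, for each library on its own. No molecular identifiers were described, so copies of one fragment made by PCR are counted separately, and every interval, bound and floor given here covers counting error only. Unique alignment removes footprints from regions shared by near-identical genes, so transcripts with close paralogs can have gaps or low counts in all libraries. The reference and its transcript identifiers come without gene names: the deposited values do not pair the identifiers with names, and 0 identifiers matched the table of gene names at hand. Transcripts are therefore given by identifier, at most 2 that rose and 2 that fell, and single sites are described by codon number and length of the coding sequence. No genome coordinates are given.

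All 22757 coding sequences began with ATG and ended with a stop codon in the deposited codon column, and 3376 codons held an undetermined base. Across libraries the mean footprint density was highest at the start codon, at 5.26 times the mean of the coding sequence, and at the codon before the stop codon it was 1.30 times. Pausing differed most with codon identity at the deposited codon, and footprints responded to codons from 5 before it to 6 after it. The deposited codon was therefore taken as the one in the P site (which holds the peptidyl-tRNA), the next as the A site (where the incoming aminoacyl-tRNA binds) and the previous one as the E site (exit). The study's methods state an A-site estimate, so the other reading was run as well, as an alternative chosen after seeing the data.

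The choices of samples, tests, covariates, thresholds and most alternatives were made before the data were examined. They followed the study's methods for coverage, pause scores and increased sites. For disome sites the thresholds were the study's but the positions were not. The study took strong pause sites of the old sample and read young and old densities there. Here strong pause positions were taken in each age on its own. The test of amino acids at increased sites differs from the study, which used a weighted Kullback-Leibler method with the amino acid frequencies of coding sequences as background. The sites differ as well. In brain, the study showed residues at sites with a pause score above 6 in old fish and higher there than at both younger ages. All increased old vs young sites entered here. Ribosome occupancy per transcript was the sum of footprints over the coding sequence. It was tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, low-count filter filterByExpr) in R 4.3.3, in 1 fit of all 6 libraries so that the ages share an estimate of the spread. Matched RNA-seq was not used here, so occupancy is not translation efficiency. A change in occupancy includes any change in mRNA abundance. Benjamini-Hochberg adjusted p-values under 0.05 were called in every family of tests.

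Pausing was analysed in the internal part of each coding sequence, without the first and last 20 codons. Transcripts entered with over 0.5 reads per codon and over 64 reads there in each age (libraries summed). The pause score of a codon is its reads over the mean reads per codon of that internal part. For each pair of ages, a two-sided Fisher's exact test set the reads at a codon against those in the rest of the internal part, with the 2 libraries of an age summed, since the methods do not state how replicates entered. A site was called increased when its adjusted p-value was under 0.05, its odds ratio above 1, its pause score higher in the older age and its reads in that age above the mean of the transcript. Decreased sites met the mirror image of these rules. Because the summed test has no term for the spread between libraries, it was also run between the 2 libraries of each age and between crossed pairs (1 library of each age against the other libraries), and an edgeR model of the counts at each position, with the reads of the transcript as an offset, was fitted to 747994 positions as the alternative that includes the spread.

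Strong pause positions had a pause score above 6 after every library of a transcript was thinned to the same reads. For the disome rule they were taken from the summed libraries of an age without thinning, with equal depth as an alternative. Mean pause scores of the 61 sense codons at the A site and of the 20 amino acids at the A, P and E sites were tested on the log2 scale with limma 3.58.1. Amino acids at increased sites were compared, with Fisher's exact test over 60 combinations of residue and site, against the positions that had reads enough to pass. Metagene heights were reads at a site over the mean of the window of 25 codons on either side. A disome site was a strong pause position with a mean read density 8 to 12 codons upstream above that of the window of 40 codons on either side. Differences of a single value between ages were tested with two-sided exact permutation tests. With 2 libraries against 2 these cannot give a p-value below 0.333.

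Transcripts and sites are named by a fixed rule. For occupancy, the rule took the largest log2 fold changes in each direction among called transcripts with at least 64 footprints per library on average and no overlap between the ages. It provided for 5 in each direction, of which the first 2 are given because identifiers without names say little. For sites, it took the 5 largest odds ratios in each direction with at least 50 reads in the higher age and the same order in every pair of libraries, 1 site per transcript. Lysine, arginine and glycine were to be reported whatever their change. The 5 transcripts with the most footprints were also to be reported.

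The tests across many transcripts, positions or codons were tested on simulated data with known changes. For the old vs young occupancy test on 15557 transcripts, edgeR recovered 36.5% of 200 changed transcripts (64.2% of those changed 4-fold, 5.88% of those changed 2-fold) with 4 false calls. For old vs young sites, 2513258 positions were simulated. Of these, 200 positions with at least 60 reads over the 6 libraries were changed 3-fold, 100 of them with at least 500 reads. Typical codons held far fewer reads, so recovery there was not tested. Fisher's exact test recovered 86.0% with 1 false call when the simulated libraries had counting noise only. When the spread between libraries estimated from the data (a coefficient of variation of 25.4%) was added, it recovered 92.5% with 13338 false calls, and edgeR, run on the 762342 of these simulated positions with enough reads, recovered 14 of the 200 with 0 false calls. In this simulation Fisher's exact test called 12510 sites between the 2 young libraries, against 7799 between the real ones. The simulated spread thus gave more calls than the data. For codon pausing old vs young, limma recovered 98.7% of planted changes of 0.25 on the log2 scale, with 0.31 false calls per set of 61 codons. The largest observed codon change was smaller, at 0.23 on this scale, so recovery of changes of the observed sizes was not tested.

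The libraries held between 22617158 and 39738019 footprints. At the covered transcripts the median was between 0.723 and 1.46 reads per internal codon in a library, so single codons of most transcripts rest on few reads and only abundant transcripts allow tests of single codons. A count of 0 was treated as up to 3 counts over the libraries of an age when a fold was computed. Alternatives covered the count test (DESeq2 1.42.0), the normalization, the filters, the number of codons trimmed, the adjusted p-value, equal depth, the replicate block, the most abundant transcripts and each library left out in turn. Counting, thinning and Fisher tests used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and numba 0.67.0. Gene sets of ribosome occupancy, the pausing change of gene sets and the ribosome quality control genes, planned for the case that identifiers could be paired with names, were not analysed here.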

Results

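Ribosome footprints were counted at each codon of 22757 transcripts in killifish liver at 3 ages, with 2 libraries per age, to ask how ribosome occupancy and pausing differ between young (5 weeks post-hatching), adult (12 weeks) and old (39 weeks) fish. The young libraries held 37195456 and 37104582 footprints, the adult libraries 39738019 and 38226452, and the old libraries 39080600 and 22617158. Old replicate 2 was the shallowest library.

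A few transcripts took a large and variable share of the footprints. The 10 most abundant transcripts held 54.4% ± 8.69 (SD, n = 2) of the footprints in young, 51.2% ± 15.7 in adult and 32.8% ± 10.7 in old libraries. The lowest share was 25.2% in old replicate 2 and the highest 62.3% in adult replicate 2. Old and young libraries did not overlap on this share, but adult replicate 1 (40.2%) was as low as old replicate 1 (40.4%). The most abundant transcript, with 1699 coding codons, took between 5.27% and 29.97% of a library. The next 4, with 441, 1696, 488 and 581 codons, took at most 9.59%, 8.89%, 6.55% and 4.79%. The deposited identifiers are not paired with gene names, so these transcripts are described by length only.

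**Figure D1:**
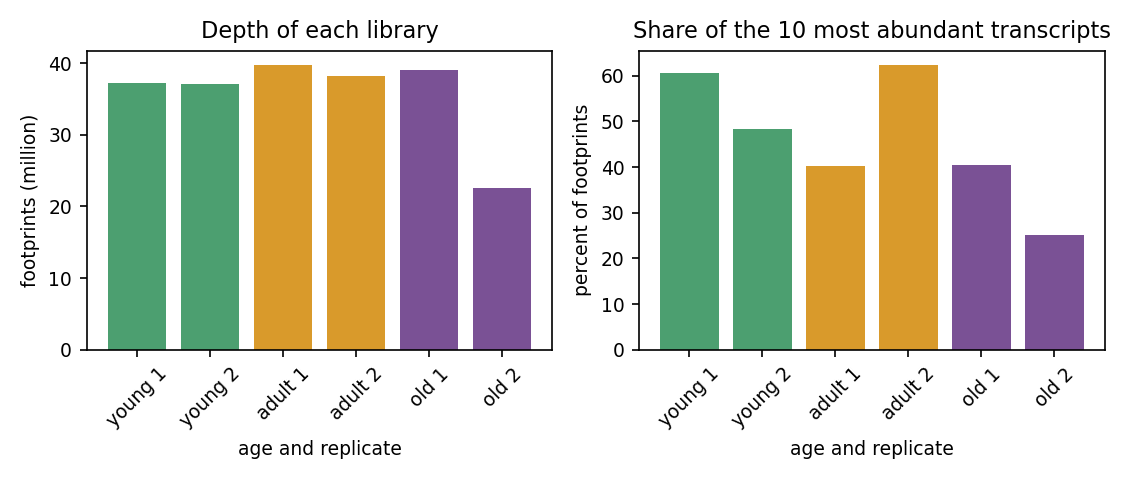
Footprints per library (left, axis in 1e6 reads) and percent of footprints taken by the 10 most abundant transcripts (right) for the 6 libraries, with 1 bar per library coloured by age. Depth lies between 22.6 and 39.7 on this scale, and the share of the abundant transcripts between 25.2% and 62.3%.

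Libraries of an age were more alike in occupancy than libraries of different ages on average, but the ranges overlapped. Across 14729 transcripts, Pearson's r of log2 CPM (footprints per 1e6 footprints of a library) lay between 0.957 and 0.987 for the 3 pairs of libraries of the same age and between 0.906 and 0.972 for the 12 pairs of different ages. Transcripts are not independent replicates, and these values describe similarity only. The SD of the log2 difference between the 2 libraries was 0.56 in young, 0.81 in adult and 0.77 in old. The first principal component of occupancy held 45.9% of the variance and ordered young, adult and old libraries without overlap.

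To find transcripts whose ribosome occupancy changed with age, edgeR's quasi-likelihood test was applied to 15557 transcripts. Between old and young, 1800 transcripts passed the adjusted p-value threshold, 1021 higher and 779 lower in old (4851 at an unadjusted p-value under 0.05). Between adult and young there were 211, 182 higher and 29 lower in adult (2316 unadjusted). Between old and adult there were 594, 368 higher and 226 lower in old (4034 unadjusted). The shared spread corresponded to a coefficient of variation of 28.7% between libraries of an age. These counts depended on single libraries. Without young replicate 1 or young replicate 2, the old vs young count fell to 2 or 3, and without old replicate 2 to 823. The adult vs young count was 0 without either young library by edgeR, 21 without adult replicate 2 and 329 without adult replicate 1. In those fits without a young library, 1272 and 1348 transcripts had an unadjusted p-value under 0.05, and DESeq2, run on all 6 libraries, called 690. The old vs adult count was 13 without adult replicate 2, 194 without adult replicate 1, 88 without old replicate 2 and 926 without old replicate 1. Its balance reversed without an adult library, to 3 higher and 10 lower without adult replicate 2 and to 30 higher and 164 lower without adult replicate 1. The old vs young calls left without a young library were all lower in old.

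The named rule gave Nfu_t_1_005490 and Nfu_t_1_019660 as the transcripts with the largest rise from young to old. Their CPM values are scaled with the TMM factors of the libraries. Occupancy of Nfu_t_1_005490 (236 codons) was 0.361 and 0.592 CPM in the young, 3.12 and 7.02 in the adult and 46.8 and 39.5 in the old libraries, a log2 fold change of 6.47 (SE 0.50, edgeR adjusted p = 0.00838). Nfu_t_1_019660 (295 codons) had 0.650 and 0.740 CPM in young, 26.4 and 64.5 in adult and 66.2 and 53.9 in old libraries, a log2 fold change of 6.42 (SE 0.52, adjusted p = 0.00838). Both were higher in each old than in each young library.

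The largest falls were in Nfu_t_1_054462 and Nfu_t_1_018595, each close to 0 in old fish. Nfu_t_1_054462 (456 codons) had 3.72 and 5.74 CPM in young, 2.82 and 0.268 in adult and 0.0377 and 0 in old libraries. With 297 footprints in young and 2 in old, the ratio of young to old was 219 (95% counting interval 59.96 to 1813). Nfu_t_1_018595 (144 codons) had 3.47 and 8.97 CPM in young and 0.0188 and 0.0535 in old libraries, from 399 and 3 footprints, a ratio of 196 (66.5 to 953). Their fitted log2 fold changes were -7.55 (edgeR adjusted p = 0.0225) and -7.40 (adjusted p = 0.0119), values that depend on how the fit treats so few counts. Without either young library, edgeR's adjusted p-values of Nfu_t_1_005490, Nfu_t_1_019660, Nfu_t_1_054462 and Nfu_t_1_018595 rose above the threshold, to between 0.0552 and 0.126. That of Nfu_t_1_054462 was also above it without old replicate 2 (0.0610).

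Ribosome pausing at single codons was compared in 6335 transcripts with sufficient coverage, which held 2513258 internal positions. Fisher's exact test on summed libraries called 9192 increased sites in 1311 transcripts and 11014 decreased sites in 1892 transcripts between old and young. Increased sites were thus 45.5% of the calls. Between adult and young there were 8538 increased and 9698 decreased sites (46.8% increased), and between old and adult 6353 and 7436 (46.1%). In all 3 comparisons, sites with lower pausing in the older fish were the more numerous. Changes were moderate, with a median odds ratio of 1.72 at increased sites and of 1.78 (young over old) at decreased sites in old vs young. This majority moved with the libraries summed on each side in all 3 comparisons and turned whenever a library of the older age was left out. Such fits set 1 library against 2, so they do not show that a single library carried the majority. At equal depth, 4 of 4 pairs of single old and young libraries held more decreased sites, with 45.3% to 48.4% increased. In old vs young, 54.7% of the sites were increased without old replicate 1 (7875 of them, with 6522 decreased) and 51.1% without old replicate 2. In adult vs young, 58.5% were increased without adult replicate 1 and 52.8% without adult replicate 2, and in old vs adult, 58.7% without old replicate 1 and 51.7% without old replicate 2. Leaving out a library of the younger age lowered the share, in old vs young to 40.2% without young replicate 1 and to 37.3% without young replicate 2, which left 4876 increased sites. The adult vs young increased count fell to 4021 without young replicate 2, and the old vs adult decreased count to 4845 without old replicate 1.

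The same test called many sites where age did not differ. Between the 2 libraries of an age it called 7799 sites in young, 8372 in adult and 4764 in old fish, counting both directions, with a mean of 6978. Crossed sets, each with 1 library of each age, gave 6983 and 10384 sites for young and old libraries, against 20206 for the real grouping. For young and adult libraries the crossed sets gave 8587 and 11969 against 18236, and for adult and old libraries 7096 and 9006 against 13789. The real grouping gave the most sites in each of the 3 comparisons. When the spread between libraries was included, few positions could be called. The edgeR model on 747994 positions called 9 increased and 6 decreased positions for old vs young, 10 and 0 for adult vs young and 1 and 21 for old vs adult. Positions with an unadjusted p-value under 0.05 in this model numbered 44805 (5.99%), 47341 (6.33%) and 39521 (5.28%), beside the 9698 decreased sites that Fisher's exact test called for adult vs young where edgeR called 0.

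**Figure D2:**
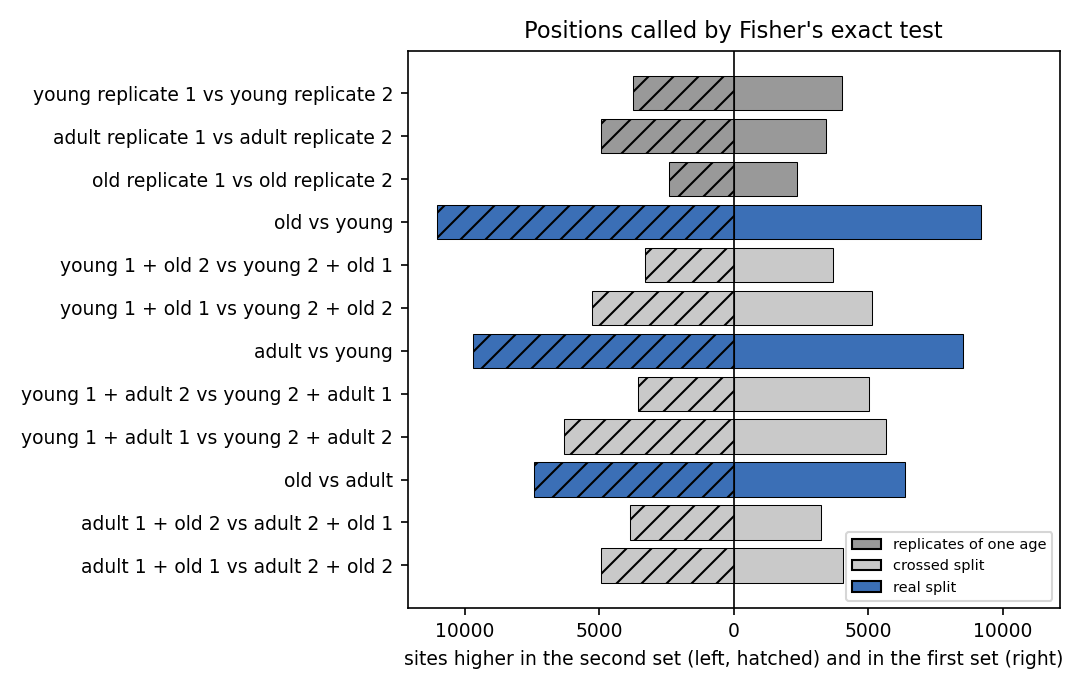
Number of codon positions called by Fisher's exact test for each real comparison of ages (blue), for crossed sets of libraries (light grey) and between the 2 libraries of an age (dark grey), with positions higher in the first-named set to the right and higher in the second-named set to the left. The old vs young comparison gave 9192 and 11014, and the comparison of the 2 old libraries 2353 and 2411.

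Pausing differences found in one pair of libraries were looked for in the other. Sites called between old replicate 1 and young replicate 1 had the same direction between old replicate 2 and young replicate 2 at 82.2% of increased and 77.5% of decreased sites, and 38.4% and 36.9% were called again. Starting from replicate 2, 76.3% and 79.9% kept their direction in replicate 1, and 26.2% and 30.4% were called again. Sites called in the opposite direction were between 2.20% and 4.06%. The other comparisons were reproduced less well. In adult vs young, 65.5% to 73.7% of the sites kept their direction, 16.2% to 38.3% were called again and 4.26% to 9.49% were called in the opposite direction. In old vs adult these were 66.3% to 71.3%, 21.5% to 25.4% and 4.78% to 6.90%.

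Single sites changed from few reads in one age to many in the other. Among increased sites, codon 575 of a transcript with 882 codons had 213 reads in old and 1 in young, a pause score ratio of 125 (95% counting interval 22.2 to 4953), with pause scores of 0.0101 ± 0.0143 (SD, n = 2) in young, 1.23 ± 0.154 in adult and 1.24 ± 0.0433 in old. Codon 209 of a transcript with 1453 codons had 204 reads in old and 3 in young, a ratio of 50.9 (17.2 to 249). Codon 238 of 282 had 58 and 6 reads, a ratio of 32.0 (13.8 to 90.6). These ratios depended on the young libraries. The log2 odds ratios given next come from a calculation that stays finite at 0 reads. They are therefore smaller than the log2 of the ratios above. The log2 odds ratio of the first site, 6.38, became 5.37 without young replicate 1, that of the second, 5.45, became 4.05 without young replicate 2, and that of the third, 4.92, became 4.55 and 5.50. Without young replicate 2 the first site had 0 young reads and without young replicate 1 the second had 0, so no ratio is given there. At codon 26 of 103 and codon 81 of another transcript with 103 codons, old libraries had 70 and 58 reads and young libraries 0. Against a floor of 3 counts over the young libraries, pausing was 6.11-fold (lower 95% counting limit 4.84) and 3.12-fold (2.45) higher in old. The first of these was not called without old replicate 1, since its pause score in old replicate 2, 0.960, lay below the mean of the transcript. The second was no longer called at equal depth, without young replicate 1 (Fisher's exact test, adjusted p = 0.118) or with the replicate block (Cochran-Mantel-Haenszel test, adjusted p = 0.216), and its transcript was not covered without young replicate 2.

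Among decreased sites, codon 118 of a transcript with 317 codons had 419 reads in young and 11 in old, a pause score ratio of 137 (95% counting interval 75.8 to 277). Its log2 odds ratio, computed in the same way as at the increased sites, was -7.04. It became -6.46 without young replicate 1, -7.68 without young replicate 2 and -7.67 without old replicate 2. Its adult value, 2.56 ± 2.46 (SD, n = 2), was uncertain. The other 4 sites had 0 reads in old and 175, 50, 71 and 51 in young, at codons 308 of 482, 197 of 388, 175 of 514 and 93 of 581. Pausing there was 3.37-fold (lower 95% counting limit 2.71), 7.70-fold (6.03), 9.56-fold (7.57) and 3.79-fold (2.97) lower in old, against a floor of 3 counts over the old libraries. The first of them was not called without old replicate 1 (Fisher's exact test, adjusted p = 1) or without old replicate 2 (0.106), the third without young replicate 2 (0.878) and the fourth without old replicate 2 (0.138). The first and the fourth were also not called with the replicate block (0.217 and 0.118), and the transcript of the fourth was not covered without old replicate 1. The 8 codons around the third held 142 reads in young and 0 in old fish, so the absence of reads was not limited to that codon.

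The height of pausing sites was compared across ages with a metagene. At increased old vs young sites, reads over the window mean were 1.07 ± 0.122 (SD, n = 2) in young, 1.52 ± 0.00695 in adult and 1.92 ± 0.0379 in old libraries. These sites were chosen for their difference in the same libraries, which raises the contrast of 0.851. Read in libraries that had no part in the choice, the contrast between old and young was 0.371 (sites from replicate 1) and 0.288 (sites from replicate 2). At decreased sites the height was 2.36 ± 0.142 in young, 1.65 ± 0.0611 in adult and 1.24 ± 0.0205 in old libraries, a contrast of -1.12 that in libraries with no part in the choice was -0.474 (sites from replicate 1) and -0.429 (sites from replicate 2).

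**Figure D3:**
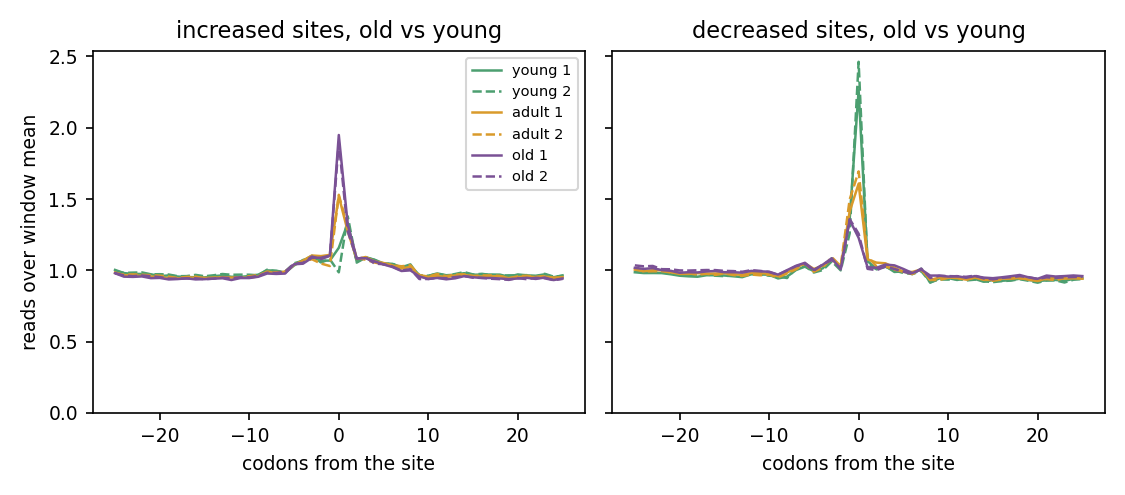
Mean reads over the window mean at each codon from 25 before to 25 after the sites called increased (left) and decreased (right) between old and young, with 1 line per library. At increased sites the heights at the site are 1.16 and 0.986 in young, 1.52 and 1.53 in adult and 1.95 and 1.90 in old libraries.

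Strong pausing, counted without regard to change, did not rise with age. The share of positions with a pause score above 6, at equal depth in 3634 transcripts, was 1.01% ± 0.0465 (SD, n = 2) in young, 1.17% ± 0.220 in adult and 0.854% ± 0.128 in old libraries. The difference old minus young was -0.151 percentage points (exact permutation test, two-sided p = 0.333, the smallest possible with 2 against 2). Adult minus young was 0.160 (exact p = 0.667), and old minus adult was -0.312 (exact p = 0.333). Adult replicate 2, at 1.32%, set the adult mean apart, and without it the difference between adult and young was 0.00442 and that between old and adult -0.156. Without adult replicate 1, adult minus young was 0.316. The old vs young difference was -0.0613 without old replicate 1 and -0.242 without old replicate 2.

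**Figure D4:**
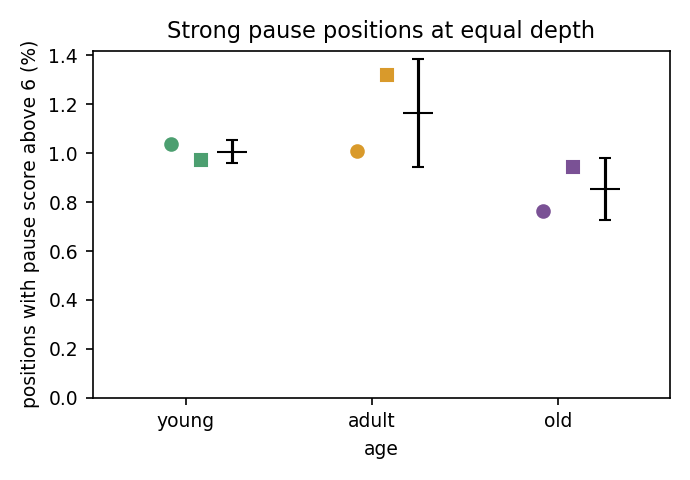
Percent of internal codon positions with a pause score above 6 after thinning to equal depth, with circles for replicate 1, squares for replicate 2 and bars for the mean ± SD of each age. The old libraries (0.764% and 0.944%) lie below the young ones (1.04% and 0.973%), and adult replicate 2 is highest at 1.32%.

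Collisions, in which a trailing ribosome stacks behind a paused one, were looked for with the disome rule. Strong pause positions numbered 22538 in young, 26413 in adult and 14931 in old (libraries summed), and 38.7%, 38.0% and 39.1% of them met the rule. The old minus young difference of 0.392 percentage points was smaller than the spread between libraries. At equal depth, single libraries gave 40.2% ± 1.098 (SD, n = 2) in young, 39.2% ± 0.275 in adult and 40.2% ± 0.464 in old. Disome sites found in old but in neither of the other ages numbered 4563, against 7315 found in young only. At equal depth they numbered 6315 and 7930, and the difference was 0.691 percentage points. This order turned without old replicate 1 (5713 in old only, 3006 in young only), and without old replicate 2 the counts were close (5336 and 5301). The difference in percentage points reversed to -1.04 without young replicate 1 and to -0.791 without young replicate 2, where the sites in old only were 1722 and 1245 and those in young only 5500 and 4999. Without adult replicate 1 or 2, which changes the transcripts covered, it reversed to -0.248 and -0.226.

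Mean pausing of each codon and amino acid was then compared. Of 61 codons at the A site, the tyrosine codon TAC passed the threshold in old vs young, with a log2 fold change of -0.23 (SE 0.05, limma adjusted p = 6.05e-05, lower in 4 of 4 pairs of libraries). Its mean pause score was 1.21 ± 0.0560 (SD, n = 2) in young, 1.03 ± 0.0819 in adult and 1.03 ± 0.000580 in old. It also passed in adult vs young (-0.23, limma adjusted p = 5.92e-05). In old vs adult, limma called 0 codons, with 7 at an unadjusted p-value under 0.05, and no other tool was run on this measure. The old vs young call for TAC was lost without young replicate 2 (adjusted p = 0.102). In adult vs young, 0 codons passed without young replicate 2 or adult replicate 2, 2 without young replicate 1 and 5 without adult replicate 1. In old vs adult, 4 passed without adult replicate 1.

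Among 60 combinations of amino acid and site, limma called 3 in old vs young: tyrosine at the A site (log2 fold change -0.18, SE 0.04, adjusted p = 0.0298), lysine at the P site (0.14, SE 0.04, adjusted p = 0.0498) and phenylalanine at the P site (0.13, SE 0.04, adjusted p = 0.0498). Each had the same direction in 4 of 4 pairs of libraries. The pause score of lysine at the P site was 0.709 ± 0.0121 (SD, n = 2) in young, 0.718 ± 0.0327 in adult and 0.782 ± 0.0235 in old. None of the 3 passed when any 1 of the young or old libraries was left out. Tyrosine at the A site was the 1 call in adult vs young (-0.20, adjusted p = 0.0117), and it was lost without either young library and without adult replicate 2 (adjusted p = 0.0798), where 1 other residue, higher in adult, passed instead. In old vs adult limma called 0, with 9 at an unadjusted p-value under 0.05, but 5 without adult replicate 1 and 1 without adult replicate 2. Lysine at the A and E sites, arginine at all 3 sites and glycine at the A and P sites differed between old and young by at most 0.05 on the log2 scale and were not called. Glycine at the E site fell by 0.12 (limma adjusted p = 0.0651).

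To see where along the footprint codon identity went with a change, the codons at other distances from the P site were compared in the same manner. The SD over 61 codons of the log2 ratio old over young was 0.05 at the A site and 0.08 at the P site. It was larger toward the ends of the footprint, 0.11 at 4 codons before the P site and 0.10 at 5 codons after it, and 0.02 or less beyond 7 codons on either side. Between the 2 young libraries the SD was 0.08 at 4 codons before and 0.08 at 5 codons after the P site, and between the 2 old libraries 0.10 and 0.03. The 2 adult libraries did not show larger values at the ends. Their SD was 0.04 and 0.03 at these positions and 0.13 at the P site.

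**Figure D5:**
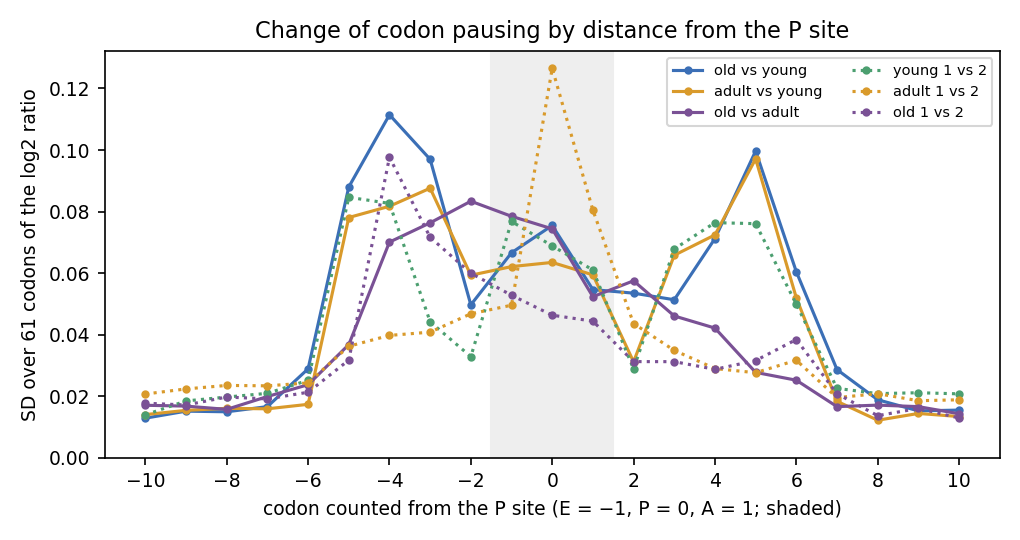
SD over 61 codons of the log2 ratio of mean pause scores (vertical axis) by the position of the codon from 10 before to 10 after the P site (horizontal axis), for the 3 comparisons of ages (solid) and the 2 libraries of each age (dotted). The old vs young line peaks at 0.11, 4 codons before the P site, and at 0.10, 5 codons after it.

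Amino acids at the 9192 increased old vs young sites were compared with 393184 positions that had reads enough to pass. Fisher's exact test called 37 of 60 combinations, 18 enriched and 19 depleted, and it treats sites of 1 transcript as independent. With only the site of the lowest p-value in each transcript, 15 passed. Lysine was more frequent at the P site (5.20% of sites against 4.28%, odds ratio 1.23, adjusted p = 9.00e-05) and at the E site (odds ratio 1.16, adjusted p = 0.00158) but not at the A site (1.04, adjusted p = 0.449). Arginine did not differ at the A site (1.01, adjusted p = 0.895) or the P site (0.935, adjusted p = 0.248) and was less frequent at the E site (0.826, adjusted p = 0.000523). Glycine was slightly more frequent at the A site (1.12, adjusted p = 0.00869), did not differ at the P site (0.944, adjusted p = 0.171) and was depleted at the E site (3.66% against 6.15%, odds ratio 0.580, adjusted p = 2.20e-24). With only the site of the lowest p-value in each transcript, none of these lysine, arginine and glycine differences passed, and the odds ratio of glycine at the E site was 0.958 (adjusted p = 0.893). That value depended on which site was taken: with 1 site drawn at random per transcript, glycine was at the E site of 5.25% ± 0.358 (SD over 1000 draws). The enrichment of lysine at the E site was absent without old replicate 2 (odds ratio 0.999, adjusted p = 0.982) and without young replicate 1 (1.01, adjusted p = 0.883). That of glycine at the A site did not pass without old replicate 2 (adjusted p = 0.291) or young replicate 2 (0.184), and the depletion of arginine at the E site did not pass without old replicate 1 (0.0806) or young replicate 2 (0.215). Glycine at the P site was depleted without young replicate 1 (0.803, adjusted p = 1.83e-08), and lysine at the A site was enriched without old replicate 1 (1.12, adjusted p = 0.0245) or young replicate 2 (1.16, adjusted p = 0.0277). Set against the decreased sites instead, arginine and lysine were more frequent at the A site (odds ratio 1.33, adjusted p = 0.000238, and 1.22, adjusted p = 0.00244), glycine was less frequent at the P site (0.792, adjusted p = 2.01e-06) and arginine still did not differ at the P site (1.00, adjusted p = 0.973).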

Values the study reported

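The study built its reference from the longest transcript of 22,757 genes. It reported 6749 transcripts with enough coverage in all age groups for the pausing comparison, a value given without naming the tissue.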

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

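The counts of footprints outside the coding sequences were looked at only after the data had been seen, and the tests on them were chosen only after the result was seen. Each reference sequence carried 7 codons on either side of the coding sequence that no comparison used. Footprints there drew attention because they exceed the 3 counts that an absence would allow in every library.

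Upstream of the start codon, the lowest library held 25626 footprints and the highest 39153, between 0.0689% and 0.134% of a library. Of all upstream footprints, 73.4% lay within 2 codons of the start codon and the other 26.6% lay exactly 3 codons away. The outer 4 codons held 0 footprints in every library, as the reference ends 21 nucleotides upstream and a footprint needs room on both sides. Initiating ribosomes whose footprints were placed a few codons off are a candidate explanation, as are ribosomes upstream of the coding sequence. The 2 cannot be told apart by that 26.6%, because the outer codons cannot hold a footprint. The range between libraries narrowed to between 0.138% and 0.168% without the 10 most abundant transcripts, which is consistent with these transcripts diluting the share in some libraries. No biological explanation was tested.

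Downstream of the stop codon, the lowest library held 5711 footprints and the highest 10041, between 0.0149% and 0.0264% of a library. Of these, 93.5% lay within 2 codons of the stop codon and the rest at 3 codons. Without the 10 most abundant transcripts the range was between 0.0261% and 0.0354%, narrower relative to its size, which is consistent with these transcripts diluting the share in some libraries. Where the footprints come from was not tested, no biological explanation was tested, and reads further downstream have no place in the reference.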

How the results depend on the processing

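Reading the deposited codon as the A site and comparing all library pairs at equal depth were tests chosen only after the data had been seen. The other alternatives were planned. In all, 610 alternative values were computed for 58 results: 423 kept their direction and side of the threshold or stayed within the stated spread, 59 fell below the threshold, 10 rose above it, 82 moved beyond the spread or by over 1.5 times and 36 reversed. Of the 230 values with 1 library left out, 144 stayed, 32 fell below, 3 rose above, 36 moved and 15 reversed. Where a library is left out, the lone library of that age is assumed to vary like the others. For the metagene heights, the library was left out of the choice of sites only. Unless a cause is given, it was not tested.

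Occupancy counts moved with the test and the filter. DESeq2 called 2795 transcripts for old vs young, 690 for adult vs young and 1946 for old vs adult, beside edgeR's 1800, 211 and 594. The share of higher calls moved from 86.3% to 75.7% in adult vs young and was 52.4% by DESeq2 and 62.0% by edgeR in old vs adult. Without the low-count filter edgeR called 2735, 685 and 1905, where rarely read transcripts are tested and enter the estimate of the spread. Size factors from DESeq2, internal codons only and leaving out the 10 most abundant transcripts stayed within 1.5 times for all 3 comparisons. With 1 library left out, the counts ranged from 2 (without young replicate 1) to 1513 (without old replicate 1) for old vs young, from 0 (edgeR without either young library, with 1272 and 1348 transcripts at an unadjusted p-value under 0.05) to 329 (without adult replicate 1) for adult vs young and from 13 (without adult replicate 2) to 926 (without old replicate 1) for old vs adult, where most calls were lower in old without either adult library.

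Replicate numbers did not pair the libraries. Deviations of same-numbered libraries from their age means correlated at -0.04 (young and adult), 0.13 (young and old) and -0.14 (adult and old). With the replicate block, edgeR called 952 transcripts for old vs young, 28 for adult vs young and 1 for old vs adult. The Cochran-Mantel-Haenszel test as replicate block called 7691 increased and 9449 decreased sites for old vs young. With the block, the edgeR model of positions called 16 increased and 19 decreased for old vs young. It called 24 and 1 for adult vs young and 4 and 26 for old vs adult. The block gave 2 codons and 7 residues for old vs young and 5 residues for old vs adult.

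Site counts rose when only positions with at least 10 reads entered, to 14702 increased and 17474 decreased for old vs young, 15113 and 16548 for adult vs young and 10893 and 12602 for old vs adult, since fewer positions share the adjustment. With the spread between libraries, edgeR called 9 and 6, 10 and 0, and 1 and 21, with 44805, 47341 and 39521 positions at an unadjusted p-value under 0.05. Fisher's exact test called 9698 decreased sites where edgeR called 0. A stricter adjusted p-value of 0.01, other trimming or coverage, equal depth and leaving out the most abundant transcripts moved none of the 6 counts by over 1.5 times and left increased sites in the minority, but leaving out any library of the older age put them in the majority (51.1% to 58.7%). Leaving out 1 library gave 4876 (without young replicate 2) to 9259 increased and 6522 (without old replicate 1) to 13751 decreased sites for old vs young, 4021 (without young replicate 2) to 10394 and 6633 to 13023 for adult vs young, and 4889 to 6884 and 4845 (without old replicate 1) to 10194 for old vs adult. Between libraries of an age the mean was 6978 sites, and 3849 at equal depth over 3545 transcripts.

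The metagene contrast of 0.851 fell to 0.371 and 0.288 in held-out libraries, as the choice of sites no longer used the same reads. It was 0.648 as a median. With 1 library left out of the choice of sites, it was 0.640 (without young replicate 2) to 0.987 (without old replicate 1). The left-out library still entered these mean heights. At the sites chosen without old replicate 1, the height was 1.56 in old replicate 1 and 2.39 in old replicate 2. The disome difference of 0.392 percentage points was 0.691 at equal depth and reversed to -2.54 for a pause score above 10, with 388 disome sites unique to old instead of 4563, and to -0.125 for 7 to 13 codons upstream. With 1 library left out it ranged from -1.04 (without young replicate 1) to 0.606 and was below 0 without either young or either adult library (-0.248 and -0.226 for adult), and the sites unique to old ranged from 796 (without adult replicate 1) to 5713. The strong pause differences kept their signs under all alternatives, -0.242 to -0.0613 for old vs young, 0.00442 to 0.316 for adult vs young and -0.467 to -0.156 for old vs adult with 1 library left out.

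Codon and residue calls were few and moved. The single codon called for old vs young became 0 with over 2 reads per codon, 0 with scores capped at 6 and 0 with the deposited codon as the A site, and for adult vs young 0 with over 2 reads per codon and 0 with the codon as the A site. With reads weighted by abundance, TAC was lost in both comparisons (adjusted p = 0.179 and 0.142), and other codons, all higher in the older age, were called, 2 for old vs young and 1 for adult vs young. In these limma fits with 0 calls, between 2 and 7 codons had an unadjusted p-value under 0.05. The 3 residues called for old vs young became 0 with over 2 reads per codon, weighting, capping or the codon as the A site, and 1 after centring. The 1 for adult vs young became 0 under the first 4 of these. In these limma fits with 0 calls, 4 to 11 residues had an unadjusted p-value under 0.05 for old vs young and 1 to 7 for adult vs young. For old vs adult, 1 residue was called with the codon as the A site. With 1 library left out, codon calls ranged from 0 (without young replicate 2) to 1 for old vs young, 0 to 5 (without adult replicate 1) for adult vs young and 0 to 4 (without adult replicate 1) for old vs adult. Residue calls by limma were 0 in all 4 cases for old vs young, with 4 to 9 at an unadjusted p-value under 0.05, 0 to 1 for adult vs young (without adult replicate 2 a residue other than tyrosine, higher in adult) and 0 to 5 (without adult replicate 1) for old vs adult.

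Some codon and residue changes in old vs young reversed, the called falls of TAC and of tyrosine at the A site among them. With the deposited codon as the A site, TAC gave 0.0237, tyrosine 0.0456, arginine -0.00601 and glycine -0.0307 at the A site on the log2 scale, and arginine at the E site 0.0370. With scores capped at 6, arginine gave 0.0247 at the P site and 0.00249 at the E site and glycine 0.00357 at the P site. Without young replicate 1, lysine at the E site gave -0.00536 (highest 0.111), and without young replicate 2, arginine at the P site gave 0.0128 (lowest -0.0248) and glycine at the P site 0.00241 (lowest -0.0639).

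At increased sites, 15 of 60 combinations passed with only the site of the lowest p-value in each transcript instead of 37, where fewer sites enter. Odds ratios crossed 1 as follows, leaving aside the 9 sites that edgeR called. There some odds ratios crossed 1 as well, but 9 sites are too few to read them. With the site of the lowest p-value, lysine at the A site gave 0.951 and arginine at the A site 0.746, but with 1 site drawn at random per transcript arginine was at the A site of 4.36% ± 0.343 (SD over 1000 draws), against 4.20% of the background, so the crossing of arginine depends on the site taken. At sites called between replicates, lysine gave 0.969 at the A site and 0.841 at the P site, arginine 0.889 at the A site, and glycine 0.965 at the A site and 1.23 at the P site. With decreased sites as background, arginine at the P site gave 1.00, and arginine and lysine at the A site (1.33 and 1.22) and glycine at the P site (0.792), which had not passed, passed. With the deposited codon as the A site, arginine gave 0.935 at the A and 1.03 at the E site, and glycine 0.944 at the A site. With 1 library left out, lysine ranged from 0.977 (without old replicate 2) to 1.16 at the A site and 0.999 (without old replicate 2) to 1.37 at the E site, arginine from 0.895 (without young replicate 2) to 0.999 at the A site, and glycine from 0.803 (without young replicate 1) to 1.08 (without old replicate 1) at the P site.

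Single codons rest on few reads and vary between libraries. The median reads per internal codon were 0.723 in the shallowest case, and in simulations with the observed spread edgeR recovered 14 of 200 sites changed 3-fold. Those sites were placed only where at least 60 reads lay over the 6 libraries. With 2 libraries per age, the smallest p-value of an exact permutation test was 0.333. The gene sets of ribosome occupancy, the pausing change of gene sets and the ribosome quality control genes were not run, with their alternatives.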

Other observations

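Tests of GC content, coding length, lysine and arginine content, the pairing of libraries and the ends of footprints in codon pausing were planned before their results were seen. The other tests in these paragraphs, including those of codons around called sites, strain variants, the balance of directions, counting noise, the spread of the young libraries, the distance of young replicate 2 and single residues, were chosen only after the result was seen.

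Codon-dependent changes between old and young livers were largest at the ends of the footprint. The SD over 61 codons of the log2 ratio was 0.111 at 4 codons before the P site, against 0.0547 at the A site and 0.0755 at the P site. Among called sites the same held: the association between codon and direction was 0.358 at 4 codons before and 0.299 at 5 codons after the P site, 0.252 at the P site, 0.236 at the E site, 0.168 at the A site, 0.0858 at 6 codons before the P site, and at most 0.0552 at 7 or more codons on either side. Sites called between the 2 young libraries and between the 2 old libraries peaked at the same place, at 0.297 and 0.442, while sites between the 2 adult libraries peaked at the P site, at 0.435. These values are consistent with a sequence preference at the ends of footprints, such as that of the nuclease or the ligase, that differs between libraries. Base composition of the codon in the A site did not go with the changes there, with a Spearman's rho of -0.105 (Pearson's r -0.0341, permutation p = 0.417 for rho) across 61 codons. It did go with the codon differences between the 2 young libraries, at a rho of 0.339 (Pearson's r 0.364, unadjusted permutation p = 0.00786 for rho). A change of elongation with age stays open as a part of the codon changes, untested, since changes at the A and P sites were present too.

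Libraries of an age differed at many single codons. The lowest such count was 4764 sites, between the old libraries. In the simulation with counting noise only, 0 sites were called between the 2 young libraries, against 7799 between the real ones. For the young libraries this argues against counting noise alone. The simulation held no copies made by PCR, and its adult and old libraries were not compared within their age. How much comes from such copies, from preparation or from the separate pools of fish stays open. At equal depth, 1 of the 15 ways to pair the 6 libraries, the real one, gave the lowest number of sites within pairs (exact p = 0.0667, the smallest possible). Pairs of the same age differed at 3849 sites on average and pairs of different ages at 7127. The grouping was not complete: adult replicate 1 and old replicate 1 differed at 3555 sites and adult replicate 1 and adult replicate 2 at 4041. Age, or a pool or preparation effect that goes with it, may add to the spread between libraries, and no table here separates these.

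More sites were decreased than increased in old fish. Single libraries at equal depth gave 46.7% increased sites on average, with fewer increased than decreased in 4 of 4 pairs of old and young libraries, so depth and the number of libraries do not account for it. Yet between the 2 adult libraries the larger direction held 58.4% of the sites, so a split this uneven could arise from the spread between libraries of an age. Lower pausing in old liver is therefore open, and summed libraries gave 54.7% and 51.1% increased without old replicate 1 or 2, so the balance also moves with the libraries summed on each side.

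Young replicate 2 stood apart from libraries of other ages. At equal depth it differed from them at 9929 sites on average, against 5852 for young replicate 1, which argues against depth. Without the 10 most abundant transcripts it was still the farthest library, with 6652 sites, so these transcripts do not account for it. A difference between pools of fish or between library preparations stays open, untested.

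Young libraries also set the number of occupancy calls. The common dispersion was 0.0825 with all libraries, 0.109 without young replicate 1 and 0.109 without young replicate 2, and between 0.0660 and 0.0801 without any 1 of the adult or old libraries. The close agreement of the young pools may thus lower the shared spread and carry many of the old vs young calls, of which 2 and 3 were left without a young library.

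Sites with an at least 10-fold odds ratio between old and young numbered 1388, of which 681 had 0 reads in one age. Against the floor of 3 counts, a change of 10-fold is not shown for all of these 681. The alignment allowed 2 mismatches, so a single base difference between the fish and the reference need not remove footprints, while denser variants would remove those that cover them. Reads within 4 codons of these sites kept a median ratio of 0.968, which argues against variants that keep footprints from aligning for the set as a whole. Single base differences were not tested. The exceptions were 45 sites (3.24%) whose surroundings were depleted as well, and these may be of another kind.

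Glycine at the E site was rarer at increased (3.66%) than at decreased (10.1%) old vs young sites. With 1 site drawn at random per transcript the shares were 5.25% ± 0.358 (SD over 1000 draws) and 11.3% ± 0.425, so a few transcripts with many sites do not account for the gap. Between libraries of an age the largest gap was 2.69 percentage points, against 6.47 between old and young. The gap was 5.44 between old and adult. Between adult and young it was 1.80, below the largest gap within an age. Neither test excludes the sequence preference at footprint ends, and against all eligible positions (6.15%) the depletion was weaker with 1 site per transcript, at 5.25% over the random draws and at an odds ratio of 0.958 with the site of the lowest p-value. Lower pausing after glycine in old liver is a hypothesis. Lysine at the P site and tyrosine at the A site stood out less. Between libraries of an age the gaps reached 2.43 and 4.07 percentage points, against 2.71 and 3.78 between old and young, so differences between libraries unrelated to age are a candidate explanation for both.

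Basic residues, GC content and length were weakly related to the occupancy change. Across 15557 transcripts, lysine and arginine content correlated with the old vs young occupancy change at a Spearman's rho of 0.0622 (Pearson's r 0.0436), GC content at -0.0799 (r = -0.0918) and coding length at 0.0347 (r = 0.0262), each with a permutation p of 1e-05 for rho, the smallest that 100000 resamples can give (1.67e-05 after adjustment over the 5 planned relations). Between the 2 libraries of an age, GC content reached 0.131, coding length 0.133 and lysine and arginine content -0.0918 in old fish. These relations with age are thus not larger in size than those between replicates. Over pairs of single old and young libraries, the rho of lysine and arginine content ranged from 0.0148 to 0.111. Lysine and arginine content correlated with the share of increased sites of a transcript at a rho of -0.0549 (Pearson's r -0.0381, permutation p = 0.00943 for rho, 0.0118 adjusted), and at -0.0416 (p = 0.312) over the 588 transcripts with at least 5 called sites. The sign is opposite to more pausing in transcripts rich in basic residues. Transcripts are not independent replicates.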
